A study of Mus musculus with 12 samples.

How the data were processed

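RNA was sequenced from CD4+ T cells sorted from the spleens of 6 Rag2-deficient recipient mice. Per the labels' protocols, total RNA was extracted with TRI reagent, ribosomal RNA was depleted, and libraries were made with a stranded total RNA kit (TruSeq Stranded Total RNA Gold). The aligner, the counting program, its strand setting and the genome build are not given in the sources used here. Because the kit depletes ribosomal RNA and does not select poly(A) tails, remaining ribosomal and other noncoding transcripts take part of the depth.

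The authors deposited a table of whole-number counts per gene for all 12 libraries and a count file per library, which also lists, per the file headers, the exon coordinates, strand and summed exon length of each gene. The counts are not normalized, and replicates were not pooled. The per-library files and the matrix held the same counts: 0 cells differed. The matrix has 43626 genes by versioned Ensembl identifier, of which 23675 had any count. Gene symbols and coordinates were taken from the GENCODE M21 annotation of GRCm38 and from the deposited files: 42548 identifiers were in that annotation, and 42460 of them (99.8%) overlapped it on the same chromosome. A symbol was found for 42462 identifiers and none for 1164. Coordinates are those of the deposited count files, which the comparison places on GRCm38.

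The authors also deposited tables of DESeq2 results, per the file headers, for 3 comparisons. Their values are the mean of normalized counts (a signal averaged over libraries by the authors), the log2 fold change and its standard error as deposited, the test statistic as deposited (a score without fixed range), and p-values and adjusted p-values computed by the authors. They list only genes with an adjusted p-value under 0.05. The model and the version are not given in the sources used here. These tables were used for description only, and the direction of each fold change was checked against the counts.

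Libraries were grouped by the donor genotype and GFP sort in their labels, 3 per group. Total counts ranged from 2116894 (KO GFP-positive replicate 2) to 18167236 (KO GFP-negative replicate 3), an 8.58-fold range. Replicates of a group differed by far more than sampling noise (chi-square per degree of freedom 37.2 to 324 over pairs), so no library was a copy of another. PCR duplicates were not marked by molecular identifiers, so intervals from counts cover counting error only.

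The main test was edgeR's quasi-likelihood F-test (R 4.3.3, edgeR 4.0.16) on the deposited counts. Library sizes were scaled by TMM, genes were filtered by filterByExpr (minimum count 10, minimum total 15), which left 13238 genes, and 1 mean per group was fitted over all 12 libraries so that the groups shared their estimate of spread (common dispersion 0.0835). Tests were two-sided, and p-values were adjusted by Benjamini and Hochberg over the tested genes of each comparison, with a call at FDR 0.05. The 5 comparisons were Het GFP-positive minus Het GFP-negative, Het GFP-positive minus KO GFP-positive (both named in the design text), KO GFP-positive minus KO GFP-negative, Het GFP-negative minus KO GFP-negative, and the interaction of GFP and genotype. Standard errors of log2 fold changes are the fold change divided by the square root of F. CPM values are TMM-scaled, and means are given with the SD over 3 libraries. A single gene's levels were also compared by an exact permutation test, which cannot go below 0.1 with 3 against 3.

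Same-numbered GFP-positive and GFP-negative libraries of a genotype come from one recipient, per the design text. Their deviations from the group means correlated with r 0.547, 0.241 and 0.617 in the Het and 0.507, 0.506 and 0.263 in the KO recipients. The recipient was fitted as a block in an alternative, since no source states that the authors did so. Blocked values are printed where they change a call or move a count by over 1.5 times. They are also printed for some calls that were lost without a single library.

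The groups, the main test, the alternatives except those named as added, the list of 34 genes, the marker lists and the rule for naming genes were fixed before the data were examined. The rule names Eomes, the members of the list, and per comparison the 4 genes with the highest and the 4 with the lowest log2 fold change among called genes with a mean of at least 5 CPM in the higher group and non-overlapping groups. The gene list holds Eomes, Tbx21, Ifng, Gzma, Gzmb, Gzmk, Prf1, Nkg7, Ccl3, Ccl4, Ccl5, Crtam, Fasl, Il10, Il2rb, Cxcr3, Cxcr6, Klrg1, Klrd1, Slamf7, Lag3, Pdcd1, Tigit, Havcr2, Prdm1, Runx3, Tcf7, Ccr7, Il7r, Foxp3, Il17a and Gata3, with further members that are not reported here by name but are included in the counts, and Il17a did not pass the filter. Marker lists were made for myeloid, erythroid, NK, B, CD8 T and CD4 T cells, for Y-linked genes, X inactivation, the cell cycle and dissociation stress.

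Alternatives were DESeq2 size factors within edgeR, no low-count filter, a stricter filter (50 counts in 3 libraries), DESeq2 1.42.0, limma-voom (limma 3.58.1), edgeR's test against a minimum change of 1.5-fold, thinning to the smallest library, only the 2 groups compared, leaving out each library in turn, and the block. For overlaps the prior count was 5 or the threshold 0.01. Alternatives added after the data were seen were voom with sample quality weights, removal of features above 5% of any library, DESeq2 on 2 groups with a coefficient prior or with the recipient as a block, and an offset for GC content and gene length with and without that block. GC content and exon length were known for 99.3% of the tested genes. Within-recipient differences used log2 of CPM plus 0.5.

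The test was checked on simulated counts with the real means and library sizes and 200 changed genes, before filtering. It called 73.5% of 4-fold and 22.4% of 2-fold changes for the Het GFP comparison (13094 genes), 71.7% and 21% between GFP-positive groups (13133 genes), 72.4% and 25.3% for the KO GFP comparison (13111 genes), 73.9% and 17.9% between GFP-negative groups (13084 genes), and 43.8% and 2.11% for the interaction (13113 genes). False calls were 6%, 4.17%, 4%, 1.14% and 12.7% of the calls in that order. With the recipient as a block, 64.3%, 66.3% and 34.3% of 4-fold changes were called in the Het GFP comparison, the KO GFP comparison and the interaction. False calls were then 7.5%, 3.61% and 0%. The block thus recovered less in the simulation, while in the real Het GFP comparison it raised the calls from 457 to 2944. The simulation therefore does not show how the tests perform on paired recipients. Its counts were drawn independently per library, without differences between recipients, so the shares recovered may be too high for the data. In the real comparison of the GFP-negative groups, Ddx3y, Eif2s3y, Kdm5d and Uty had log2 fold changes of -7.08 to -5.93. They did not pass edgeR's test (FDR 0.154 to 0.238). With no simulated change edgeR made 0 calls in all 5 comparisons, while DESeq2 made 2, 3, 8 and 5 in the comparisons of 2 groups. A GC trend imposed on simulated counts of the Het GFP comparison (13070 genes) gave 1189 calls without the offset and 0 with it.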

Results

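Gene expression was measured by RNA sequencing in 12 libraries of mouse CD4+ T cells. Naive CD4+ T cells from donors with 1 conditional and 1 green fluorescent protein (GFP) reporter allele of Eomes, the gene of the T-box transcription factor EOMES, were transferred into Rag2-deficient mice, which make no T or B cells of their own. After 3 weeks GFP-positive and GFP-negative CD4+ T cells were sorted from each of 6 recipient spleens. Donors without cre kept the conditional allele and are called Het here. Donors carrying Lck-cre, which acts in T cells, are called KO. The 4 groups (Het GFP-negative, Het GFP-positive, KO GFP-negative and KO GFP-positive) held 3 libraries each, and the GFP-positive and GFP-negative libraries of one genotype with the same number came from the same recipient.

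Depth differed between the sorts. The total count per library ran from 11492908 to 15026613 in Het GFP-negative, from 4364155 to 8400168 in Het GFP-positive, from 12067137 to 18167236 in KO GFP-negative and from 2116894 to 8608902 in KO GFP-positive cells. The labels give 645000 to 2100000 sorted cells for the Het GFP-negative and 1100000 to 1200000 for the KO GFP-negative samples, against 24800 to 117000 for the Het GFP-positive and 18000 to 94000 for the KO GFP-positive samples. Every GFP-positive sample therefore had fewer cells and fewer counts than every GFP-negative one. A set of 4 features, each above 5% of at least 1 library (the mitochondrial ribosomal RNAs mt-Rnr1 and mt-Rnr2, Gm26917 and the unnamed feature ENSMUSG00000045999.9), took 58.3% of the counts in Het GFP-positive replicate 2 and 54.3% in KO GFP-positive replicate 2. They took 16.3% to 30.9% elsewhere. The smallest library, KO GFP-positive replicate 2, was left with 967089 counts outside these features. The first principal component of log expression carried 42.4% of the variance and the second 14.3%. On the first, KO GFP-positive replicate 1 (-17.8) lay apart from the other KO GFP-positive libraries (85.4 and 29.6) and within the range of the GFP-negative libraries (-64.7 to -17.0).

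The targeted gene, Eomes (ENSMUSG00000032446.10, GRCm38 chromosome 9, 118478212 to 118486132, plus strand), was read in every library first. Its expression was 5.01 ± 3.70 CPM (counts scaled to 1e6 per library) in Het GFP-negative cells (SD, n = 3), 109 ± 17.4 CPM in Het GFP-positive cells (SD, n = 3), 2.95 ± 1.54 CPM in KO GFP-negative cells (SD, n = 3) and 41.3 ± 8.44 CPM in KO GFP-positive cells (SD, n = 3). These values rested on 38 to 122 counts per library in Het GFP-negative, 316 to 923 in Het GFP-positive, 32 to 58 in KO GFP-negative and 64 to 439 in KO GFP-positive cells. The 3 Het GFP-positive libraries (89.8 to 123 CPM) all lay above the 3 KO GFP-positive ones (31.6 to 46.6 CPM), which lay above all GFP-negative libraries (1.95 to 9.19 CPM). A two-sided exact permutation test of 3 against 3 libraries gave p = 0.1 for Het GFP-positive against Het GFP-negative, for Het GFP-positive against KO GFP-positive and for KO GFP-positive against KO GFP-negative cells, the smallest value that this design allows. The same exact permutation test gave p = 0.6 between the GFP-negative groups. The counts are per gene, so they do not show whether the deleted part of Eomes was read, and Eomes counts in KO GFP-positive cells do not by themselves speak for or against the deletion.

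**Figure D1:**
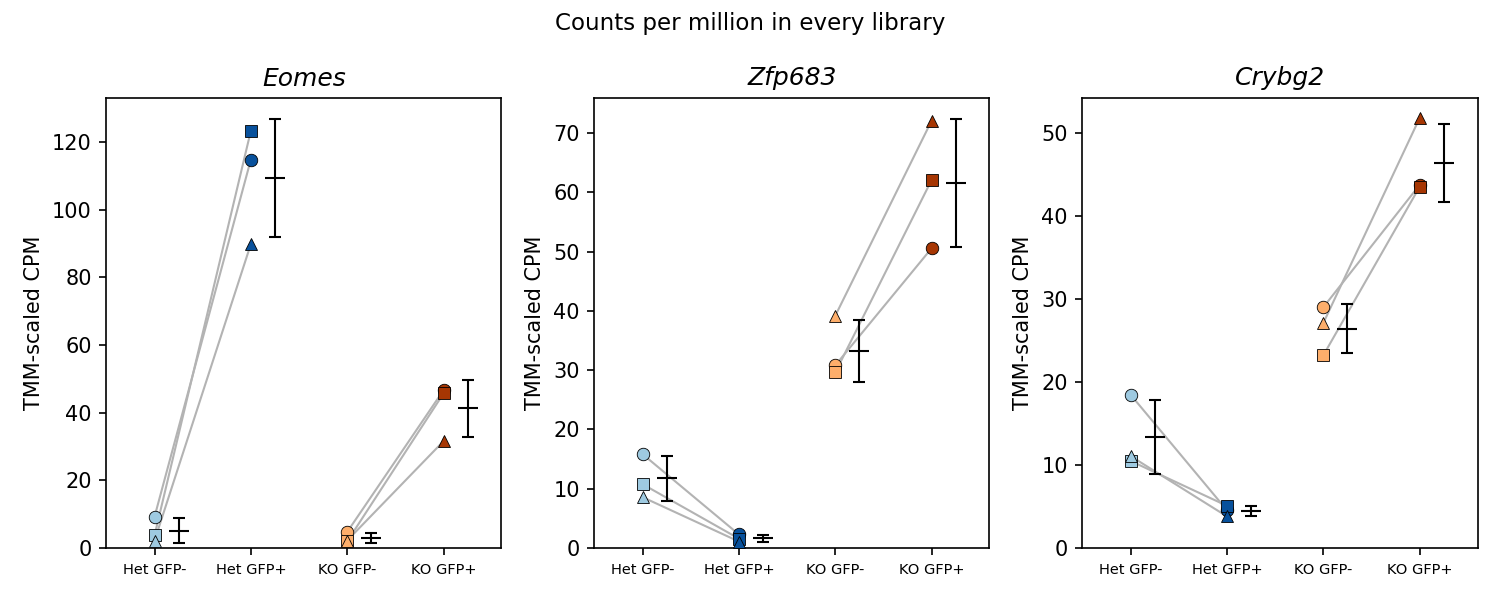
TMM-scaled CPM (y axis, linear, from 0) of Eomes, Zfp683 and Crybg2 in each of the 12 libraries, by group (x axis). Circles, squares and triangles are replicates 1, 2 and 3, grey lines join the GFP-negative and GFP-positive library of one recipient, and bars give the mean and SD of 3 libraries; Zfp683 and Crybg2 fell with GFP in the 3 Het recipients and rose in the 3 KO recipients.

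The comparison of Het GFP-positive with Het GFP-negative cells asks, per the design text, which genes mark cells that express Eomes. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 457 of 13238 tested genes differed at a false discovery rate (FDR) of 0.05, 241 higher and 216 lower in GFP-positive cells. All 457 had non-overlapping values in the 2 groups. The sum of the myeloid marker list was also higher in the GFP-positive than in the GFP-negative library of 6 of 6 recipients. Over all tested genes 27.3% did not overlap, where chance gives 10%. The count depended on single libraries and on the pairing. It was 270 without Het GFP-negative replicate 1, 88 without Het GFP-negative replicate 2, 254 without Het GFP-positive replicate 1 and 228 without Het GFP-positive replicate 2. With the recipient as a block, which compares the cells within each mouse, 2944 genes were called, 57.7% of them higher. An offset for GC content and gene length left 532 calls, but 199 were higher and 333 lower, so the share of higher calls was 37.4% instead of 52.7%. The offset with the block moved the count most, to 3233, of which 43.9% were higher.

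Eomes was higher in Het GFP-positive cells by a log2 fold change of 4.46 (SE 0.48, FDR 0.00116). The other genes with the highest changes by the naming rule were Tox (ENSMUSG00000041272.7, chromosome 4, 6686353 to 6991557) at 4.51 (SE 0.51, FDR 0.00128), Cacna1d (ENSMUSG00000015968.12, chromosome 14, 30039949 to 30491156) at 4.97 (SE 0.91, FDR 0.0141) and Prg2 (ENSMUSG00000027073.5, chromosome 2, 84980461 to 84983632) at 4.77 (SE 1.10, FDR 0.0361). Tox stood at 6.52 ± 3.92 CPM in GFP-negative and 147 ± 70.0 CPM in GFP-positive cells (SD, n = 3 each). Cacna1d rested on 12 counts in the GFP-negative group and Prg2 on 10. The call of Cacna1d was lost without Het GFP-negative replicate 2 (FDR 0.0759). That of Prg2 was lost without any 1 of Het GFP-negative replicates 1, 2 and 3 (FDR 0.0889, 0.157 and 0.0659) or Het GFP-positive replicates 2 and 3 (FDR 0.0755 and 0.0858). On all libraries with the recipient as a block, Cacna1d and Prg2 were called (FDR 0.000186 and 0.000553).

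The genes with the lowest changes were Mal, B3galt2, Il17rc and Il17re. B3galt2 (ENSMUSG00000033849.3, chromosome 1, 143640664 to 143654614) fell from 28.8 ± 8.96 to 0.479 ± 0.268 CPM (SD, n = 3 each), a log2 fold change of -6.12 (SE 0.58, FDR 0.000429). Il17rc (ENSMUSG00000030281.12, chromosome 6, 113471427 to 113483140) changed by -5.49 (SE 0.68, FDR 0.00216) and the adjacent Il17re (ENSMUSG00000043088.12, 113458484 to 113470751) by -5.37 (SE 0.65, FDR 0.00182). Mal (ENSMUSG00000027375.10, chromosome 2, 127633226 to 127656695) had 1 count in the GFP-positive group against 280 in the GFP-negative group. The ratio of its summed counts per effective library size was 125, with an exact binomial 95% interval of 22.2 to 4952 that covers counting error only. The Mal call (fitted log2 fold change -6.61, SE 1.30, FDR 0.0253) was lost without Het GFP-negative replicate 2 (FDR 0.0778) and without Het GFP-positive replicate 1, 2 or 3 (FDR 0.0803, 0.0508 and 0.0776). On all libraries with the recipient as a block, Mal was called (FDR 0.000662).

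Of 34 genes of T-cell differentiation and effector function listed before the data were examined, 33 were tested. In the Het comparison 10 were called over all genes tested and 18 when adjusted over the list alone. Among the 10 were Eomes, Gzmk, Ccl3, Crtam, Il10, Lag3 and Pdcd1, which were higher in GFP-positive cells, and Cxcr6 and Il7r, which were lower. Gzmk stood at 11.6 ± 3.83 CPM in GFP-negative and 83.8 ± 35.2 CPM in GFP-positive cells (SD, n = 3 each). Leaving out Het GFP-negative replicate 2 reduced the 10 to 6. Without that library Ccl3, Il10, Lag3 and Cxcr6 had FDR 0.126, 0.140, 0.0664 and 0.0603. Ccl3 also lost its call without Het GFP-negative replicate 1 or 3 or Het GFP-positive replicate 3 (FDR 0.0681, 0.0513 and 0.0835), and Lag3 without Het GFP-negative or GFP-positive replicate 3 (FDR 0.0516 and 0.0526). Il10 lost it without Het GFP-negative replicate 1 or 3 or Het GFP-positive replicate 1 or 3 (FDR 0.0819, 0.0546, 0.0662 and 0.0813). With the recipient as a block 23 members were called, among them Ifng, Prf1, Ccl4, Ccl5, Tigit, Tcf7, Ccr7 and Gata3, which the unblocked test had left above the threshold. Ccl3, Il10, Lag3 and Cxcr6 were also called with the block on all libraries (FDR 0.00152, 0.000543, 0.00101 and 0.000305).

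The comparison of Het GFP-positive with KO GFP-positive cells asks, per the design text, which genes depend on EOMES. In this comparison 14 genes were called by edgeR, 7 higher and 7 lower in Het cells, and all 14 had non-overlapping groups. Over all tested genes 7.48% did not overlap, where chance gives 10%. Leaving out any 1 library moved the count by more than 1.5 times: it was 3, 4 and 7 without Het GFP-positive replicate 1, 2 and 3, and 6, 5 and 4 without KO GFP-positive replicate 1, 2 and 3. Over the alternatives the count ran from 2, with only the 2 groups fitted, to 95, with DESeq2 on all libraries. Eomes itself was higher in Het cells by 1.41 (SE 0.43) but did not pass over all genes (FDR 0.421, and 0.00172 to 1.00 over the alternatives). It passed when adjusted over the list alone (adjusted p 0.0352).

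Zfp683 (ENSMUSG00000049410.8, chromosome 4, 134053838 to 134058996) showed the smallest FDR. It stood at 1.63 ± 0.601 CPM in Het GFP-positive and 61.6 ± 10.8 CPM in KO GFP-positive cells (SD, n = 3 each), a log2 fold change of -5.25 (SE 0.34, FDR 3.02e-05). Its neighbour Crybg2 (ENSMUSG00000012123.11, named Aim1l in the authors' deposited tables, chromosome 4, 134065912 to 134092504) followed at 4.47 ± 0.642 and 46.4 ± 4.72 CPM (SD, n = 3 each), a change of -3.41 (SE 0.26, FDR 8.90e-05). Crybg2 overlaps Cd52 on the opposite strand, and no source used here states whether counting used the strand, so its value is uncertain. The calls of Zfp683 and Crybg2 held in every alternative run for this comparison. Cass4 (ENSMUSG00000074570.9, chromosome 2, 172393794 to 172433757) changed by -2.35 (SE 0.29, FDR 0.0106) and Gm47283 (ENSMUSG00000096768.3, chromosome Y, 90784738 to 90816464, named Erdr1 in the authors' deposited tables) by -2.03 (SE 0.33, FDR 0.0466). Gm47283 is placed on the Y chromosome, and other Y-linked transcripts also differed between the genotypes. It did not follow them closely. Between the GFP-negative groups it changed by -1.76, while Ddx3y, Eif2s3y, Kdm5d and Uty changed by -7.08 to -5.93. Whether the Y-linked difference accounts for its call thus stays open. Cass4 lost its call without Het GFP-positive replicate 1, 2 or 3 (FDR 0.0558, 0.0685 and 0.0579). Gm47283 lost it without Het GFP-positive replicate 1, 2 or 3 (FDR 0.154, 0.176 and 0.148) and without KO GFP-positive replicate 2 or 3 (FDR 0.123 and 0.222).

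Higher in Het than in KO GFP-positive cells were Itga7 (ENSMUSG00000025348.8, chromosome 10, 128933813 to 128958277) by 2.99 (SE 0.48, FDR 0.0466), Ildr1 (ENSMUSG00000022900.10, chromosome 16, 36693978 to 36726804) by 2.65 (SE 0.31, FDR 0.00625), Socs3 (ENSMUSG00000053113.3, chromosome 11, 117966079 to 117970047) by 2.05 (SE 0.27, FDR 0.0136) and Gm45837 (ENSMUSG00000030653.12, chromosome 7, 101421691 to 101512829) by 1.82 (SE 0.27, FDR 0.0266). The authors' deposited tables give the last identifier the name Pde2a, so the gene behind this value is uncertain. Ildr1 lost its call without KO GFP-positive replicate 3 (FDR 0.0699), and Socs3 without Het GFP-positive replicate 1 or KO GFP-positive replicate 1 or 2 (FDR 0.0636, 0.0506 and 0.0692). Itga7 lost it without Het GFP-positive replicate 1, 2 or 3 (FDR 0.106, 0.176 and 0.0681) and without KO GFP-positive replicate 1, 2 or 3 (FDR 0.219, 0.108 and 0.213). Gm45837 lost it without Het GFP-positive replicate 1 or 2 or KO GFP-positive replicate 1 or 3 (FDR 0.103, 0.140, 0.152 and 0.161). With only the 2 groups fitted, Ildr1, Socs3, Itga7, Gm45837, Cass4 and Gm47283 all lost their calls. The remaining calls were Gas7, Bcl2 and Fkbp5, higher in Het cells, and Il12rb2, Chn2 and Klrb1f, lower. These 6 were named after their values were seen. Of the listed genes, 0 were called by edgeR over all genes tested and 10 when adjusted over the list alone. These were Eomes, Gzmk, Il10, Pdcd1, Tigit, Havcr2, Ccr7 and Il7r, higher in Het cells, and Tbx21 and Foxp3, lower. The groups overlapped for Il10, Pdcd1 and Foxp3. Foxp3 rested on 1 library, with 0.531, 0 and 10.5 CPM in KO GFP-positive replicates 1, 2 and 3. DESeq2 on all libraries called 3 of the list over all genes.

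The comparison of KO GFP-positive with KO GFP-negative cells gives the signature of the reporter in cells with Lck-cre. By edgeR 17 genes were called, 1 higher and 16 lower in GFP-positive cells. All 17 had non-overlapping groups, as did 20.3% of all tested genes, where chance gives 10%. This count rested on KO GFP-positive replicate 1, since 1760 genes were called without that library. It was 6 and 5 without KO GFP-positive replicate 2 and 3, and 6, 11 and 11 without KO GFP-negative replicate 1, 2 and 3. With the recipient as a block 2349 genes were called, 1271 higher (54.1%) and 1078 lower, and the 17 were among them. The offset for GC content and gene length with the block called 2791, of which 43.1% were higher. Voom with sample quality weights moved the count most, to 5808. Eomes, the gene called higher, rose by 3.82 (SE 0.49, FDR 0.00861), and its call was lost without KO GFP-negative replicate 3 (FDR 0.0575). Among the lowest changes by the naming rule were those of B3galt2 at -5.49 (SE 0.66, FDR 0.00709), Il17re at -5.05 (SE 0.73, FDR 0.0187) and Ccr4 (ENSMUSG00000047898.6, chromosome 9, 114490316 to 114496544) at -4.86 (SE 0.66, FDR 0.0145). Under limma-voom B3galt2, Il17re and Ccr4 lost their calls (FDR 0.112, 0.190 and 0.204), and with only the 2 groups B3galt2 and Il17re did (FDR 0.0968 and 0.0657). Over all alternatives the FDR ran from 2.62e-11 to 0.112 for B3galt2, from 3.51e-12 to 0.190 for Il17re and from 3.11e-12 to 0.204 for Ccr4. The GFP-positive group held 4 counts of B3galt2, 10 of Il17re and 10 of Ccr4. Without KO GFP-positive replicate 3 the calls of Il17re and Ccr4 were lost (FDR 0.165 and 0.152). Il17re and Ccr4 also lost theirs without KO GFP-negative replicate 1 (FDR 0.0682 and 0.0566) and without KO GFP-positive replicate 2 (FDR 0.0574 for each).

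Of the listed genes, 3 were called in the KO comparison over all genes tested, Eomes and Il7r among them, and 6 were called when adjusted over the list alone (with Crtam, Cxcr6 and Ccr7). Il7r fell by 2.05 on the log2 scale (SE 0.33, FDR 0.0384) and lost its call without KO GFP-negative replicate 1 or 2 (FDR 0.160 and 0.121) and without KO GFP-positive replicate 2 or 3 (FDR 0.125 and 0.235), as well as under limma-voom, the test against a 1.5-fold change and only the 2 groups. Without KO GFP-positive replicate 1 the count of listed genes was 8, and without KO GFP-positive replicate 3 it was 1. The block called 12, among them Crtam, Cxcr6 and Ccr7.

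The Het and KO reporter comparisons use different libraries, so the agreement of their directions does not come from shared samples. Both were tested with a shared estimate of each gene's spread, which can favour calls in the same genes. All 17 genes called in the KO comparison were called in the same direction in the Het comparison, and 0 in the opposite direction by edgeR. Of the 457 genes called in the Het comparison, 441 (96.5%) had the same sign in the KO comparison, where their median change in the Het direction was 0.80 against a median size of 1.62 in the Het comparison. The 457 were chosen on the Het libraries, which favours larger changes there. Across all 13238 genes the log2 fold changes correlated with Pearson r 0.770; genes are not independent replicates, and no p-value is given.

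**Figure D2:**
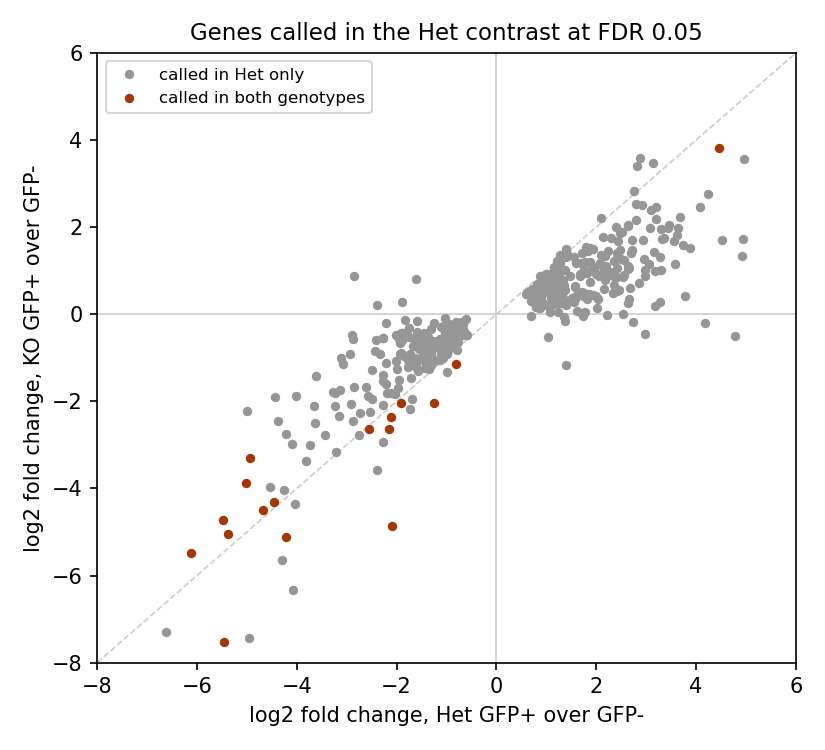
Log2 fold change of GFP-positive over GFP-negative cells in Het (x axis) and KO (y axis) recipients for the 457 genes called in the Het comparison at FDR 0.05. Each point is a gene, rust-coloured points are the 17 called in both comparisons, the dashed line marks equal change, and 441 points have the same sign on both axes.

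The genes called between the GFP-positive groups overlapped the Het reporter signature. Of the 14 genes, 7 (Zfp683, Crybg2, Cass4, Ildr1, Gas7, Gm45837 and Fkbp5) were also called in the Het comparison, each in the same direction, and 0 in the opposite direction by edgeR. Both comparisons use the Het GFP-positive libraries, which alone makes their changes correlate. Across genes Pearson r was 0.369, and 71.3% of the 457 Het calls had the same sign between the GFP-positive groups. In 20 simulations without a genotype effect this share had a median of 67.4% and a maximum of 69.3%. The noise of these simulations did not match the data, as described below.

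The comparison of the GFP-negative groups asks how the genotypes differ where the reporter is off. By edgeR 0 genes were called at FDR 0.05, with 695 at an unadjusted p under 0.05. DESeq2 called 45 on all libraries and 98 on the 2 groups with a coefficient prior, voom with sample quality weights 81, limma-voom 2 and edgeR on these 6 libraries alone 7. Without KO GFP-negative replicate 2 edgeR called 7. The share of tested genes with non-overlapping groups was 11.3%, where chance gives 10%. Of the listed genes 0 were called by edgeR, over all genes or adjusted over the list alone, while DESeq2 on the 2 groups with a coefficient prior called 3. Zfp683 was lower in Het cells by a log2 fold change of -1.51 (SE 0.26), which did not pass (FDR 0.154, and 1.98e-05 to 0.695 over the alternatives).

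The interaction tests whether the change with GFP differs between the genotypes. By edgeR 1 gene passed, Zfp683, with a difference of -3.74 (SE 0.42, FDR 0.0147). It stood at 11.7 ± 3.72 CPM in Het GFP-negative and 1.63 ± 0.601 CPM in Het GFP-positive cells, and at 33.2 ± 5.21 CPM in KO GFP-negative and 61.6 ± 10.8 CPM in KO GFP-positive cells (SD, n = 3 each). The fall in Het cells was -2.85 (SE 0.33, FDR 0.00154). The rise in KO cells was 0.89 (SE 0.26, FDR 0.198) and passed with the recipient as a block (FDR 0.00362, and 0.00127 to 0.829 over the alternatives). The interaction of Zfp683 kept its sign in every alternative run and had FDR 6.11e-11 to 0.178 over them. It failed without Het GFP-negative replicate 2 (FDR 0.0540), Het GFP-positive replicate 2 or 3 (FDR 0.0896 and 0.0843), KO GFP-negative replicate 1 or 2 (FDR 0.0908 and 0.0749) or KO GFP-positive replicate 2 or 3 (FDR 0.0606 and 0.0684). The block called 10 genes, 2 of them on the list, and the offset for GC content and gene length with the block called 28. Crybg2 had a difference of -2.42 with FDR 0.0604 and passed under the block (FDR 0.0103, and 2.77e-06 to 0.342 over the alternatives). Of the listed genes 0 passed by edgeR over all genes and 1, Pdcd1 (difference 1.87), when adjusted over the list alone.

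The libraries also differed in sex-linked transcripts. The sum of Ddx3y, Eif2s3y, Kdm5d and Uty, all on the Y chromosome, was 1.98 ± 1.67 CPM in Het GFP-negative and 13.6 ± 16.5 CPM in Het GFP-positive cells, against 153 ± 42.0 CPM in KO GFP-negative and 120 ± 92.1 CPM in KO GFP-positive cells (SD, n = 3 each). Xist, which is transcribed from the inactive X chromosome, stood at 940 to 1786 CPM in Het GFP-negative and at 500 to 633 CPM in KO GFP-negative cells. In GFP-positive cells it stood at 1229 to 1819 CPM in Het and at 968, 55.7 and 1151 CPM in KO replicates 1, 2 and 3. None of the 4 Y-linked genes passed FDR 0.05 between the GFP-negative groups (FDR 0.154 to 0.238). The comparisons between genotypes therefore cannot separate genotype from the difference in Y-linked transcripts.

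**Figure D3:**
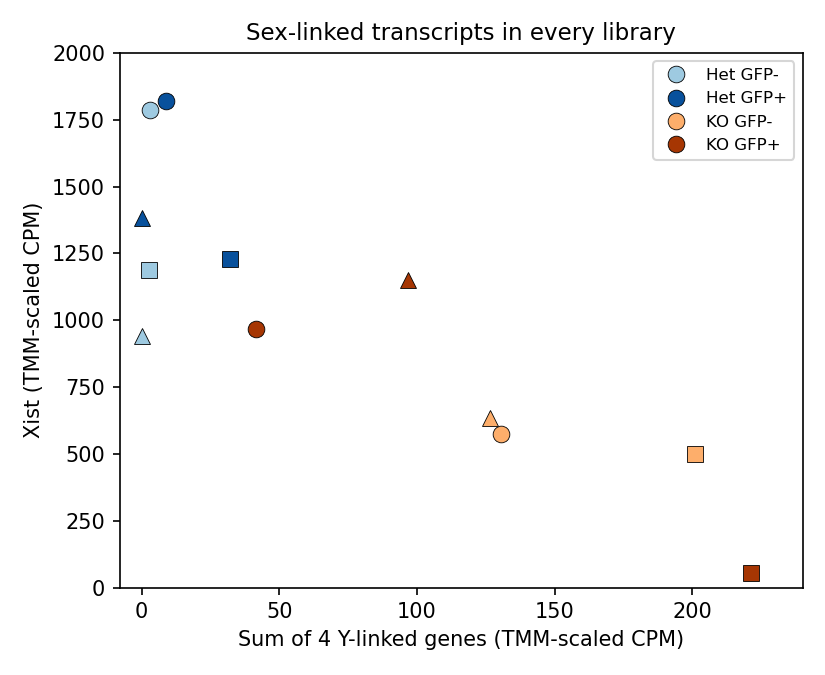
Xist (y axis) against the sum of Ddx3y, Eif2s3y, Kdm5d and Uty (x axis), both in TMM-scaled CPM, in the 12 libraries. Colours mark the groups and circles, squares and triangles mark replicates 1, 2 and 3; the 6 Het libraries lie at 0 to 32.0 CPM and the 6 KO libraries at 41.5 to 221 CPM of the Y-linked sum.

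The authors' deposited tables list genes with an adjusted p-value of at most 0.0496. They hold 1406 genes for the Het comparison, 77 for the comparison of the GFP-positive groups and 388 for the KO comparison. Of the genes called here, 449 of 457, 14 of 14 and 17 of 17 were on the matching list. The deposited signs were those of the first-named minus the second-named group in 1406 of 1406 and 388 of 388 genes, but in 0 of 77 for the comparison of the GFP-positive groups, so this deposited table is coded as KO minus Het. In the authors' deposited table of that comparison Zfp683 has a log2 fold change of 4.02 and Eomes of -1.20, with an adjusted p-value of 0.000704 for Eomes.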

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

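The tests of donor sex, of recipient myeloid cells, of chance signs, of the offset for GC content and length and of the blocked interaction of the 7 further genes were chosen only after the result was seen, and the test of the region was chosen after Zfp683 and Crybg2 had been seen but before the values of the other 23 genes.

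The change of Zfp683 with GFP differed between the genotypes by the interaction test (-3.74, FDR 0.0147). It was lower in the GFP-positive cells of 3 of 3 Het recipients (log2 differences -2.56, -2.45 and -2.53) and higher in 3 of 3 KO recipients (0.71, 1.06 and 0.87). The interaction failed without Het GFP-negative replicate 2 (FDR 0.0540), Het GFP-positive replicate 2 or 3 (FDR 0.0896 and 0.0843), KO GFP-negative replicate 1 or 2 (FDR 0.0908 and 0.0749) or KO GFP-positive replicate 2 or 3 (FDR 0.0606 and 0.0684). Of the 10 splits of the libraries 1, the real one, gave as many interaction genes, and 10 splits are too few to exclude chance. A trend on GC content and gene length is argued against as the whole cause, since with the offset the FDR was 0.0133 (6.11e-11 to 0.178 over the alternatives). A sex effect that is equal in GFP-positive and GFP-negative cells cancels in the interaction, so the FDR of 0.0147 argues against it. Recipient myeloid cells are argued against because the sum of the myeloid list was higher in the GFP-positive library of 6 of 6 recipients, while Zfp683 moved in opposite directions. A change over the whole region around Zfp683 and Crybg2 is argued against because, of the 23 tested genes within 500 kb other than these, 9 were lower in Het than in KO GFP-positive cells and 14 higher, and 1 was lower at an unadjusted p under 0.05.

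A sex effect in GFP-positive cells that follows the share of male cells is argued against. In KO GFP-positive replicates 1, 2 and 3 the Y-linked sum was 41.5, 221 and 96.9 CPM while Zfp683 stood at 50.6, 62.1 and 72.1 CPM. Replicates 1 and 3 held on average 31.3% of the Y-linked level of replicate 2 but 98.8% of its Zfp683 level. What stays open for Zfp683 is a donor-sex effect that does not follow the share of male cells, and a change of a smaller stretch, since the adjacent Crybg2, Cd52, Ubxn11 and Sh3bgrl3 were also lower in Het cells (-3.41, -0.89, -0.93 and -0.61). Such a sex effect and genotype cannot be told apart, since every KO library held more Y-linked transcripts than every Het library. The mean Y-linked level in KO GFP-positive cells was 0.785 times that in KO GFP-negative cells, and 0.453 times without KO GFP-positive replicate 2; within recipients 1, 2 and 3 the ratio was 0.318, 1.10 and 0.766. The loss of EOMES is the biological explanation that the design names, and may account for the pattern, as a hypothesis found and tested on the same data.

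For 7 further named genes the direction with GFP was one way in 3 of 3 Het recipients and the other way in 3 of 3 KO recipients. This direction is not itself a test of the difference. The differences between the genotypes were -0.27 for Tbx21, -2.42 for Crybg2, 2.56 for Ildr1, 2.72 for Itga7, 1.32 for Klrg1, 2.39 for Ccl5 and -2.17 for Cass4. In the unblocked interaction test by edgeR none of the 7 passed: the FDR was 0.0604 for Crybg2, 0.149 for Ildr1, 0.355 for Cass4 and 1.00 for each of Tbx21, Itga7, Klrg1 and Ccl5. With the recipient as a block Cass4, Crybg2 and Ccl5 passed (FDR 0.00512, 0.0103 and 0.0359), while Ildr1, Itga7, Klrg1 and Tbx21 did not (FDR 0.0547, 0.309, 0.485 and 1.00). For Crybg2 the FDR ran from 2.77e-06 to 0.342 over the alternatives. The change of Tbx21 in Het recipients was at most 0.20 in size. Ildr1, Itga7, Crybg2 and Cass4 were named because the GFP-positive groups differed, which favours such a pattern.

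Chance signs stay open for these directions. Over all tested genes 1.21% had opposite signs in every recipient, where chance alone gives 3.12%. Among the named genes 8 of 49 (16.3%) had them, but part of these were named for a difference between the genotypes. Among the listed genes, chosen without regard to the values, 3 of 33 had them. After the trend on GC content and length was removed, 5 of the 7 genes kept opposite signs in every recipient and Tbx21 and Cass4 did not. That leaves GC content and length open for these 2. Crybg2 lies 6915 bp from Zfp683 and overlaps Cd52 on the opposite strand, so reads of the neighbours stay a candidate source of its values, which was not tested.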

How the results depend on the processing

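Voom with sample quality weights, removal of the dominant features, DESeq2 on 2 groups with a prior or a block, and the offset for GC content and length were chosen only after the data were seen. The comparison with per-library count files gave no separate value because 0 cells differed. The fit of only the 2 groups does not apply to the interaction. The cause of the changes below was not tested, except where the construction of an alternative is named.

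Over 1282 values of single genes, 1060 kept their side of the threshold, 100 lost a call, 122 gained one and 0 reversed a call. Direction was not kept by every uncalled value. The log2 fold change of Eomes between the GFP-negative groups ran from -0.0121 to 1.23 over the alternatives. The median log2 fold change of all genes moved by under 0.1 in each scaling alternative. The counts under DESeq2 size factors in edgeR and under the stricter filter stayed within 1.5 times. Eomes kept its call in the Het GFP comparison in every alternative run, with a log2 fold change of 3.79 to 5.24.

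Counts are given for the Het GFP comparison, the GFP-positive groups, the KO GFP comparison, the GFP-negative groups and the interaction, in that order unless named. Without a low-count filter they were 897, 72, 201, 26 and 6, and list members called were 17, 3 and 5 in the first 3. DESeq2's Wald test on all libraries gave 1189, 95, 390, 45 and 11, with 17, 3 and 6 list members. Limma-voom gave 4 in the KO GFP comparison (1 list member), 2 between the GFP-negative groups and 0 for the interaction. The test against a 1.5-fold change, stricter by construction, gave 112, 4 and 10 in the first 3, and Prg2, Mal, Ccl3, Il10 and Lag3 lost their calls in the Het GFP comparison. Thinning to the smallest library, which removes counts by construction, gave 292 in the Het GFP comparison and 0 for the interaction. Only the 2 groups gave 2 between the GFP-positive groups, 10 in the KO GFP comparison and 7 between the GFP-negative groups.

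Without 1 library in turn, the counts ranged from 88 (Het GFP-negative replicate 2) to 360 (Het GFP-negative replicate 3) in the Het GFP comparison and were 270, 254, 228 and 324 without Het GFP-negative replicate 1 and Het GFP-positive replicate 1, 2 and 3. Between the GFP-positive groups they were 3, 4 and 7 without Het and 6, 5 and 4 without KO GFP-positive replicate 1, 2 and 3. In the KO GFP comparison they ranged from 5 (KO GFP-positive replicate 3) to 1760 (KO GFP-positive replicate 1) and were 6, 11 and 11 without KO GFP-negative replicate 1, 2 and 3 and 6 without KO GFP-positive replicate 2. Between the GFP-negative groups edgeR called 7 without KO GFP-negative replicate 2 and 0 without each other library. The interaction had 0 without Het GFP-negative replicate 2, Het GFP-positive replicate 2 or 3, KO GFP-negative replicate 1 or 2, or KO GFP-positive replicate 2 or 3, and 1 otherwise. List members called ranged from 6 (without Het GFP-negative replicate 2) to 12 in the Het GFP comparison and from 1 (without KO GFP-positive replicate 3) to 8 (without KO GFP-positive replicate 1) in the KO GFP comparison. Of 402 single-gene values 330 kept their side of the threshold, 64 lost a call and 8 gained one.

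The recipient block gave 2944 in the Het GFP comparison (23 list members), 2349 in the KO GFP comparison (12) and 10 for the interaction (2). With this pairing 14 of 42 single-gene values gained a call, 0 lost one, and the block changed no other call among these 42. A block on the replicate number, which is no pairing of mice across genotypes, gave 6 between the GFP-negative groups.

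Voom with sample quality weights gave 2190, 51, 5808, 81 and 2, with 16, 1 and 19 list members. Removal of the dominant features gave 2 for the interaction. DESeq2 on the 2 groups with a prior gave 1342, 68, 351 and 98, with 20, 2, 7 and 3 list members. With the recipient as a block DESeq2 gave 2962 in the Het and 1444 in the KO GFP comparison (23 and 12 list members). The offset for GC content and length gave 38 in the KO GFP comparison (5 list members) and 3 for the interaction. The offset with the recipient block gave 3233, 2791 and 28 in the Het GFP comparison, the KO GFP comparison and the interaction, with 23, 14 and 3 list members. At FDR 0.01 the genes shared by the Het and KO GFP comparisons were 6 and those shared by the Het GFP comparison and the GFP-positive groups 2, fewer by construction.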

Other observations

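The tests of GC content and length, with and without the block, of low input, of GFP-negative cells, of cell state, of recipient and donor sex and of Lyz2 were chosen only after the result was seen.

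The real split of the libraries was the 1 of 10 splits with as many genes in the Het GFP comparison, the 1 of 10 between the GFP-positive groups and the 1 of 10 in the KO GFP comparison. Between the GFP-negative groups 10 of 10 splits gave as many, since edgeR called 0 (695 at an unadjusted p under 0.05; DESeq2 called 45). The 10 splits alone are too few to exclude chance for any of them. Against chance for the 2 GFP comparisons, 17 of 17 genes called in the KO libraries were called in the same direction in the separate Het libraries. The shared estimate of spread can favour calls in the same genes, but it does not set their direction.

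The Het and KO GFP comparisons moved the same way across genes. A trend on GC content and length as the whole cause is argued against by Pearson r of 0.754 after the trend was removed from both. Low input stays open: the highest cell number of a GFP-positive library was 18.1% of the lowest of a GFP-negative one, so sort and input cannot be told apart. Whether the shared Het GFP-positive libraries account for the overlap of the Het GFP comparison with that of the GFP-positive groups stays open. Simulations without a genotype effect reached r 0.270 against 0.369 observed, but they gave 1604 to 1782 Het calls against 457, so their noise did not match the data.

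Without KO GFP-positive replicate 1 the KO GFP comparison called 1760 genes instead of 17. Whether that library held more GFP-negative cells than replicates 2 and 3 was not decided, since the order turned on the limit used. For the 8 genes with a log2 fold change below -4 in the Het GFP comparison the median in replicate 1 was 4.03% of the KO GFP-negative level. It was 6.64% and 4.81% in replicates 2 and 3. A wider limit of -3, seen first, gave 12.2%, 10.6% and 11.6% over 17 genes, with replicate 1 the highest. In the unblocked fit GC content and length are argued against as the whole cause, since the count still rose 29.5-fold (38 to 1120) after the offset. In the fit with the recipient block the ratio was 1.67 before and 1.19 after the offset, so the trend could account for the rise there. Another state of the sorted cells stays open: Gzma was 3.84 higher on the log2 scale in replicate 1 than in the mean of the other 2, and 1 library cannot decide it. Gzma was also high in the GFP-negative library of the same recipient (384 CPM, against 526 CPM in the GFP-positive one) and of KO recipient 3 (366 CPM).

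Y-linked transcripts were lower in every Het library (0 to 32.0 CPM) than in every KO library (41.5 to 221 CPM), with Het and KO close at the limit. Male recipient cells are argued against, since the lowest ratio of Y-linked to myeloid CPM in a KO library was 4.00 times the highest in a Het library. Donor cells of both sexes in the KO recipients are a candidate explanation: the highest Xist value of a KO GFP-negative library was 67.4% of the lowest Het GFP-negative one. In the GFP-positive KO libraries Xist varied more: replicates 1 and 3 (968 and 1151 CPM) lay above that lowest Het GFP-negative value (940 CPM), and replicate 2 stood at 55.7 CPM. Het GFP-positive replicate 3 had 0 Y-linked counts, where 304 were expected from the Lyz2 ratio of replicates 1 and 2. A recipient without Y-linked transcripts may explain this, although the recipients are male per the labels.

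Myeloid transcripts were higher in the GFP-positive libraries (median log2 fold change 1.18 in the Het and 1.23 in the KO GFP comparison, 0 genes at FDR 0.05 by edgeR). The list summed to 125 to 3849 CPM per library, and Het GFP-positive replicate 3 held 5512 counts of Lyz2. Whether recipient myeloid cells are the main source of genes higher with GFP was not decided. As a set, such genes chosen in the KO libraries at an unadjusted p under 0.05 by edgeR did not rise with the myeloid list. Their median log2 ratio of Het GFP-positive replicate 3 to replicate 1 was -0.0219 (quartiles -0.444 and 0.736). The myeloid list had a median of 1.69 and a lower quartile of 1.33. For replicate 2 to replicate 1 the genes had -0.0158 (quartiles -0.298 and 0.418). The list had 1.14 there (lower quartile 0.724). The genes went both ways, so the test cannot exclude a myeloid source. It stays open above all for single genes above the upper quartile. Similar values on Het-called genes had been seen before this test. No biological explanation was tested.

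In the Het GFP comparison the median log2 fold changes of the other lists were 2.00 for erythroid, -0.79 for NK, -0.71 for B-cell, -1.53 for CD8 T-cell and -0.60 for CD4 T-cell markers (1 called), 2.43 for Y-linked, -0.03 for X-inactivation, 0.08 for cell-cycle and 0.59 for dissociation-stress genes. In the KO GFP comparison they were, in the same order, 1.51, 0.12, -0.31, 0.13, -0.63, -0.41, 0.21, -0.07 and 0.58, so NK, CD8 T-cell, Y-linked, X-inactivation and cell-cycle lists had the other sign. These signs do not show a difference between the genotypes. Only 3 NK, 2 CD8 T-cell and 2 X-inactivation genes were tested, and edgeR called 0 genes of these lists in either comparison. The cell-cycle medians lay near 0.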
